A study of Rattus norvegicus with 15 samples. Its data were reported in "Maternal obesity alters histone modifications mediated by the interaction between EZH2 and AMPK, impairing neural differentiation in the developing embryonic brain cortex" (2025).

How the data were processed

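Frontal cortex of Wistar rat embryos was sampled at embryonic day E14.5, day E16.5 and day E18.5 from mothers on normal chow (control) or on a diet with 60% of calories from fat (HFD). There were 3 control and 2 HFD libraries per stage, and per the study's methods each pooled the cortices of 1 litter. Total RNA was depleted of ribosomal RNA, converted to libraries and sequenced on an Illumina instrument.

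The authors deposited 1 table of estimated counts (expected counts per gene, given as whole numbers) for 32623 rat Ensembl genes in 15 libraries, with no normalisation. Per the study's methods the reads were aligned with Bowtie2 to RGSC version 6.0 (rn6) and counted with RSEM 1.2.12. The submitters' processing notes name HTSeq in place of RSEM, so how reads shared between gene copies were assigned is uncertain, and the use of strand is not given in the sources used here. The annotation release named in the methods is a human release, while the table holds rat genes. DESeq2 was the study's own test. Coordinates were not used here, and gene names were taken from the table itself, which has 30015 distinct names. Of 13789 genes with over 200 counts in all, 101 shared every count with another gene and were not named.

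The counts were used as deposited. Of all genes, 9839 had no count in any library. Genes were kept with edgeR's filterByExpr by group, which left 15417 genes. Library sizes were scaled with TMM, and levels are given as CPM (counts scaled to the TMM-adjusted library total) with the mean and SD over libraries. The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3, robust fit) with 1 mean per group of stage and diet over all 15 libraries, and Benjamini-Hochberg adjusted p under 0.05 as the threshold. Contrasts were HFD against control at each stage, their average over stages, the difference of the diet effect between stages, and E16.5 against E14.5 and E18.5 against E16.5 in control. Log2 fold changes are given with standard errors. For edgeR these were computed as the absolute log2 fold change divided by the square root of the F statistic of the test. Log2 CPM values, used for lists, scores and principal components, had a prior count of 2. Totals of 5598195 to 9529978 counts per library limit the precision of genes near 1 CPM, and intervals and floors cover counting error only. A gene at 0 counts in a whole group was set against a floor of 3 counts per library.

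Gene lists for cell types, neighbouring tissues, signalling pathways, metabolism and stress were fixed before the data were examined, as were the samples' groups, the tests, the alternatives first listed and the rule for named genes. They made 42 lists with 731 distinct genes, of which 708 were in the table, and 41 lists had at least 3 tested members. Lists were tested with camera (limma 3.58.1) on log2 CPM with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over lists, apart from the list of genes named in the study's text, which was chosen on these samples. Camera with an estimated correlation and fry were run beside it. Over stages, list scores were tested by exact permutation of diet labels within stages.

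Genes were named by a fixed rule. For each stage these were up to 8 genes per direction past the threshold, at a mean of at least 1 CPM, with HFD and control libraries that did not overlap and with a gene symbol. If fewer than 5 passed, the 5 per direction with the smallest p were named as not past the threshold. Up to 4 members of each list past its threshold were added, by smallest p, and all genes the study named at E14.5 or measured as proteins. For development up to 6 genes per direction and up to 3 members of 8 cell type lists were named, and up to 5 per direction for differences between stages. Genes that illustrate which tissue a library holds, and those named in the closing section from DESeq2, were chosen after their values were seen.

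The test was tested on simulated data with 200 changed genes for E14.5 HFD against control. With the spread of all 15 libraries (15170 genes) it recovered 29% of genes changed by 1 log2 unit and 79% of those changed by 2, with 5 false calls. With the spread found without the library labelled E18.5 control replicate 1 (15134 genes) the shares were 51% and 86%, with 3 false calls. Each gene was drawn on its own, at the spread fitted to genes of its level and with the same mean at all stages. Scatter of the spread between genes and shifts of many genes together, as from tissue content, were not simulated. The shares and false calls may therefore be too favourable.

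Alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, limma-voom, no filter, at least 10 counts in every library, a replicate block, a head mesenchyme score as covariate, a fit of only the groups compared, and leaving out each library in turn. Fits without the library labelled E18.5 control replicate 1 together with E14.5 control replicate 3, DESeq2 without the first of these, and a fit without structural and mitochondrial RNA were added after the data were examined. Raw reads were not used here. A few genes that the naming rule selected are not reported here.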

Results

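RNA sequencing libraries were made from the frontal cortex of Wistar rat embryos on embryonic day E14.5, day E16.5 or day E18.5. The mothers were fed either normal chow (control) or a high-fat diet (HFD, 60% of calories from fat) before and during pregnancy. Each stage had 3 control and 2 HFD libraries, 15 in all, and per the study's methods each library came from the pooled cortices of 1 litter. The p-values measure the spread between libraries inside groups, estimated over all groups together. RNA depleted of ribosomal RNA was sequenced, and the values are estimated read counts per gene. Libraries held between 5598195 and 9529978 counts. At E14.5 the totals were 5849460, 8276858 and 8305704 counts in control and 8461070 and 9030629 counts in HFD. At E16.5 they were 5598195, 6807194 and 9529978 counts in control and 8170996 and 7694343 counts in HFD. At E18.5 they were 6027026, 7512446 and 8090783 counts in control and 6984648 and 8710593 counts in HFD. Small structural RNAs took 8.69 to 14.9% of counts and mitochondrial genes 3.94 to 8.22%.

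Genes of cortical differentiation set the library labelled E18.5 control replicate 1 apart from the other E18.5 libraries. Neurod6, a factor of cortical excitatory neurons, was at 5.99 CPM (counts scaled to a common library total) in that library, against 198 and 208 CPM in the other E18.5 control libraries. By contrast, Twist1, a factor of head mesenchyme, was at 73.9 CPM against 1.45 and 2.29 CPM, and the lens crystallin Cryaa was at 124 CPM against 0 and 0.120 CPM. On the first principal component, which carried 55.9% of the variance, the library lay at −60.1, inside the E14.5 libraries (−88.8 to −35.0), while the other E18.5 libraries lay between 58.3 and 70.1. It kept its label in the comparisons of diet, while the comparisons of stages in control are led by a fit without it.

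**Figure D1:**
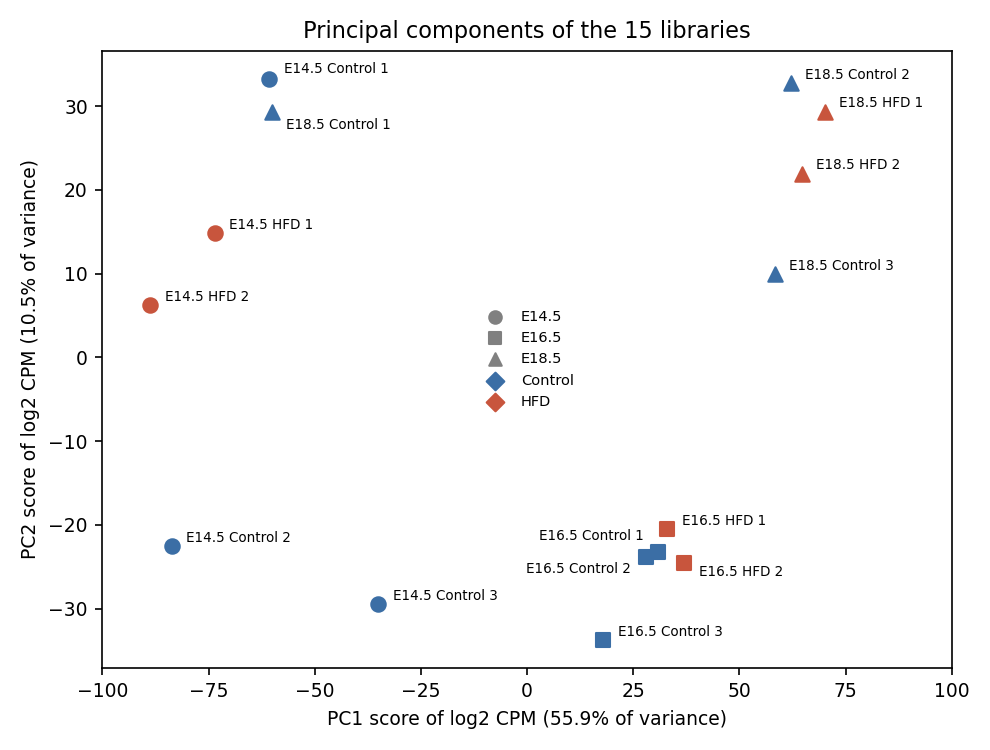
Scores of the 15 libraries on the first and second principal components of log2 CPM (55.9% and 10.5% of the variance, no unit); each point is 1 library, coloured by diet, with a marker per stage. The library labelled E18.5 control replicate 1 lies among the E14.5 libraries.

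Markers of tissue outside the cortex differed between the E14.5 libraries, within and between diets. Col1a1, the main collagen of bone and connective tissue, was at 3244, 1394 and 780 CPM in the E14.5 control libraries and at 2475 and 1835 CPM in the HFD libraries. Twist1 was at 68.0, 53.7 and 29.1 CPM in control and 91.3 and 106 CPM in HFD, and Myh3, a myosin of embryonic muscle, at 62.2, 1.72 and 2.33 CPM in control and 58.7 and 24.1 CPM in HFD. Hoxa2, a hindbrain and branchial arch gene, was at 10.4, 0 and 0.117 CPM in control and 7.41 and 3.17 CPM in HFD. At E16.5 Twist1 lay between 1.52 and 3.61 CPM in all 5 libraries. E14.5 control replicate 3 also lay apart from the other E14.5 control libraries, at −35.0 on the first principal component against −60.7 and −83.7. Its pairwise biological coefficient of variation, a measure of the spread between 2 libraries, was 0.215 with E16.5 control replicate 3. It was 0.260 and 0.258 with E14.5 control replicates 1 and 2.

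The first comparison asked which cortical genes differed with the maternal diet at E14.5, during early neurogenesis. Sall3 (ENSRNOG00000026116), a zinc finger transcription factor of the developing nervous system, was at 45.0 ± 3.19 CPM in control (SD, n = 3) and 23.5 ± 3.39 CPM in HFD (SD, n = 2), a log2 fold change of −0.93 ± 0.14 (SE). Ptprn2 (ENSRNOG00000005003), a protein of neuroendocrine secretory vesicles, was at 67.7 ± 11.5 CPM in control and 31.6 ± 5.48 CPM in HFD (log2 fold change −1.10 ± 0.21). Prmt8, a brain-specific arginine methyltransferase, was at 17.6 ± 2.24 CPM in control and 6.77 ± 2.55 CPM in HFD (−1.38 ± 0.25). Adgrv1, a large adhesion receptor, was at 727 ± 226 CPM in control and 362 ± 44.1 CPM in HFD (−1.01 ± 0.20). Dusp11, an RNA phosphatase, was at 5.16 ± 2.44 CPM in control and had 0 counts in both HFD libraries, which was at least 15.5-fold lower against a floor of 3 counts per library. With the opposite sign, Sertad4 was at 56.0 ± 6.55 CPM in control and 86.0 ± 4.77 CPM in HFD (0.62 ± 0.12). Bmp3, a secreted antagonist of BMP signalling, was at 3.79 ± 0.957 CPM in control and 12.01 ± 2.90 CPM in HFD (1.67 ± 0.34). The repulsive axon guidance cue Sema3a (0.73 ± 0.17) and the semaphorin receptor Nrp2 (0.53 ± 0.13) were also higher in HFD, as was Aifm2, which protects membranes from lipid peroxidation (0.70 ± 0.17).

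None of these genes passed the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p was 0.425 for Sall3, 0.572 for Ptprn2, Prmt8, Adgrv1, Dusp11, Sertad4 and Bmp3, and 0.942 for Sema3a, Nrp2 and Aifm2. Of 15417 genes tested, 0 passed an adjusted p of 0.05, and at an unadjusted p under 0.05 there were 275 higher and 422 lower genes in HFD. That split depended on single E14.5 libraries, with 607 higher and 338 lower genes without control replicate 1, 236 and 691 without control replicate 2, 179 and 245 without control replicate 3, 218 and 408 without HFD replicate 1, and 97 and 108 without HFD replicate 2. DESeq2 on the same counts called 22 genes, 2 higher and 20 lower, among them Sall3 (adjusted p = 7.38e-05), Ptprn2 (0.00192), Prmt8 (0.00192), Sertad4 (0.00194), the planar polarity cadherin Celsr2 (0.00563) and Bmp3 (0.0133). Some of the 20 lower calls are uncertain, as the gene was at 0 in part of the control libraries. Examples are Fam131a (11.8, 0 and 0 CPM in control) and LOC108348096 (0, 31.7 and 32.5 CPM), both at 0 in HFD. Limma-voom called 0, and with it 605 genes were higher and 360 lower at an unadjusted p under 0.05. Without the library labelled E18.5 control replicate 1, which shares its spread with this contrast, edgeR still called 0 genes and DESeq2 called 96.

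**Figure D2:**
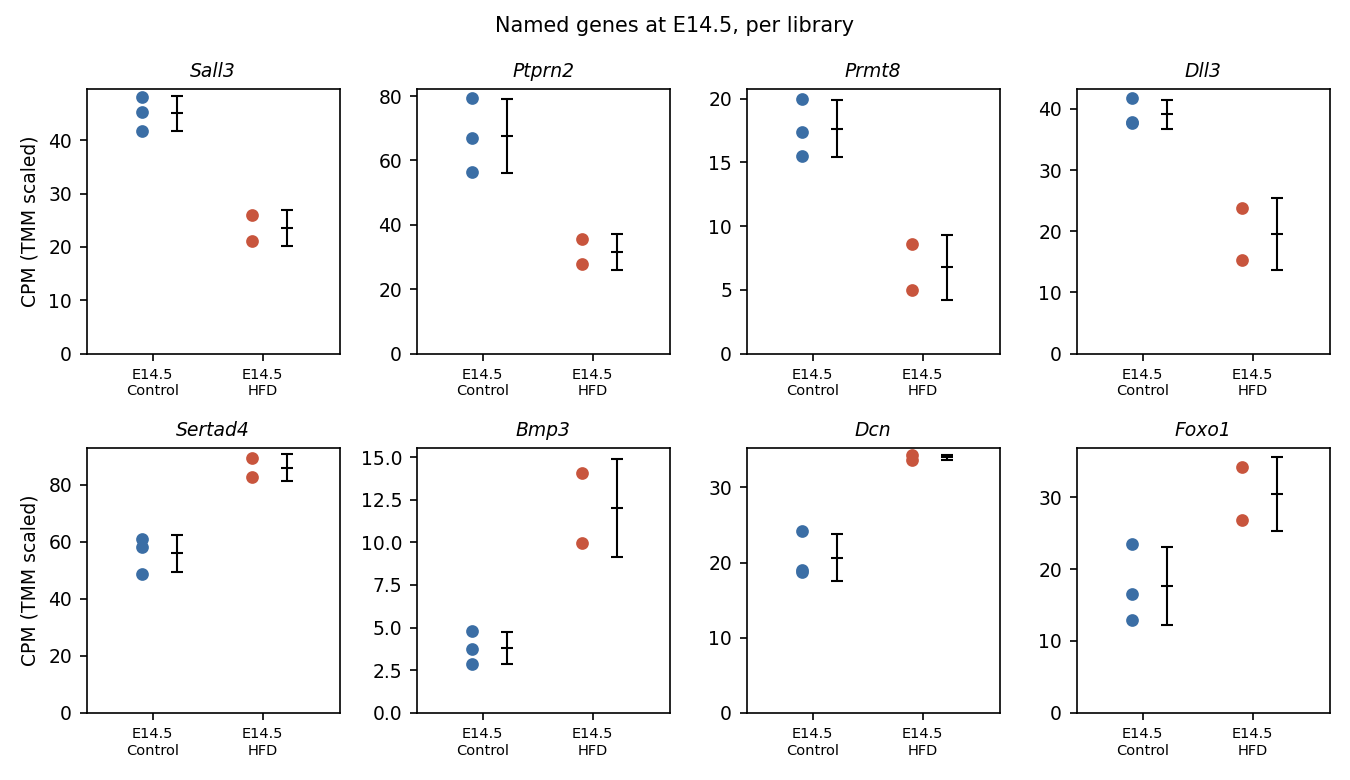
TMM-scaled CPM of 8 genes in the E14.5 libraries; points are libraries and bars the mean ± SD of 3 control and 2 HFD libraries. Sall3, Ptprn2, Prmt8 and Dll3 lie lower in HFD and Sertad4, Bmp3, Dcn and Foxo1 higher, and none of the 8 passed the adjusted edgeR test.

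Intermediate progenitor genes, which mark cells between neural stem cells and neurons, were lower as a group at E14.5 with HFD. Of 11 measured members 10 were lower (median log2 fold change −0.55, camera, adjusted p = 1.31e-06, and adjusted p = 0.209 with an estimated correlation). The antiproliferative gene Btg2 was at 70.2 ± 4.19 CPM in control and 43.1 ± 8.02 CPM in HFD. The Notch ligand Dll3 was at 39.1 ± 2.35 CPM in control and 19.5 ± 5.95 CPM in HFD. The proneural cofactor Hes6 was at −0.55 ± 0.17 and the Notch-modifying glycosyltransferase Mfng at −0.54 ± 0.17 on the log2 scale. Eomes, the factor that marks these cells, was not lower, at 5.81, 13.9 and 31.4 CPM in control and 19.1 and 15.97 CPM in HFD. With edgeR 7 members passed adjusted over the list alone and 0 over all genes tested. The list shares 3 members with the Notch list. Neuronal genes were also lower (13 of 16, median −0.52, camera, adjusted p = 0.0117, and adjusted p = 0.706 with an estimated correlation). Their mean log2 CPM was 6.585, 5.327 and 6.529 in control and 6.153 and 5.597 in HFD, so the groups overlapped. Control replicate 2 lay below both HFD libraries. The neurofilament-related Ina was at −0.95 ± 0.38, the microtubule protein Map2 at −0.89 ± 0.40 and the RNA-binding protein Elavl3 at −0.69 ± 0.31. Diencephalic genes gave 12 of 13 lower (median −0.63, camera, adjusted p = 0.00921, and adjusted p = 0.67 with an estimated correlation), with Lhx9 at −1.22 ± 0.52 and Barhl2 at −1.05 ± 0.56. For neuronal and diencephalic genes, 0 members passed adjusted over the list alone and 0 over all genes tested. In the same libraries Twist1 lay between 29.1 and 68.0 CPM in control and at 91.3 and 106 CPM in HFD, and genes of head connective tissue and muscle were higher in HFD.

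Cholesterol and fatty acid synthesis genes were lower by a small amount (22 of 27, median −0.15, camera, adjusted p = 0.00257, and adjusted p = 0.535 with an estimated correlation). Their mean log2 CPM was 6.187, 6.372 and 6.320 in control and 6.202 and 6.198 in HFD, so control replicate 1 lay below both HFD libraries. Hmgcs1, an enzyme of cholesterol synthesis, was at −0.33 ± 0.14 on the log2 scale. The fatty acid synthase gene Fasn was at 909 ± 15.4 CPM in control and 784 ± 0.634 CPM in HFD. Genes of fatty acid oxidation and uptake were higher (16 of 21, median 0.17, camera, adjusted p = 0.00592, and adjusted p = 0.131 with an estimated correlation). Pdk4, which restrains glucose oxidation, was at 1.05 ± 0.53, the nuclear receptor Ppard at 0.51 ± 0.25 and the mitochondrial carnitine transferase Cpt1a at 0.54 ± 0.30. With edgeR no member of either list passed when adjusted over the list alone or over all genes tested, while DESeq2 called Fasn (−0.21, adjusted p = 0.0494). Genes of head connective tissue and muscle were higher in the same HFD libraries.

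Genes of connective tissue, skin and muscle of the head were higher in HFD at E14.5. For head mesenchyme and meninges 22 of 23 members were higher (median 0.58, camera, adjusted p = 1.57e-06, and adjusted p = 0.55 with an estimated correlation). Dcn, a small matrix proteoglycan, was at 20.7 ± 3.08 CPM in control and 33.98 ± 0.388 CPM in HFD. The related Ogn (1.38 ± 0.49), the retinoic acid synthesis enzyme Aldh1a2 (1.05 ± 0.40) and the matrix protein Mgp (1.13 ± 0.58) lay the same way. Skeletal muscle gave 13 of 13 higher (median 1.32, camera, adjusted p = 1.86e-06, and adjusted p = 0.535 with an estimated correlation), with the myosin Myh8 at 2.35 ± 1.15. Surface epithelium gave 18 of 18 (median 0.76, camera, adjusted p = 0.000683, and adjusted p = 0.678 with an estimated correlation), with the keratin Krt15 at 1.44 ± 0.71. Cartilage gave 11 of 11 (median 0.48, camera, adjusted p = 0.00237, and adjusted p = 0.67 with an estimated correlation), with Acan, the main cartilage proteoglycan, at 1.34 ± 0.81. Neural crest and Schwann cell precursors gave 8 of 10 (median 0.53, camera, adjusted p = 0.0118, and adjusted p = 0.678 with an estimated correlation), including their regulator Sox10 at 1.14 ± 0.64. For all 5 lists, 0 members passed adjusted over the list alone and 0 over all genes tested. Without the library labelled E18.5 control replicate 1, 7 head mesenchyme genes passed adjusted over the list alone and 0 over all genes tested. Among the E14.5 control libraries Col1a1, Twist1 and Myh3, members of these lists, were highest in replicate 1, and each HFD library lay above the other control libraries for Col1a1 and Myh3.

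Blood vessel genes lay slightly higher (11 of 12, median 0.12, camera, adjusted p = 0.0118, and adjusted p = 0.678 with an estimated correlation). The mean log2 CPM of this list was 4.237, 4.326 and 4.283 in control and 4.287 and 4.660 in HFD. Only HFD replicate 2 lay above the control range. Among the blood vessel genes, the endothelial cadherin Cdh5 was at 0.47 ± 0.20 and the secreted factor Egfl7 at 0.42 ± 0.18. Pericyte and smooth muscle genes gave 8 of 10 higher (median 0.39, camera, adjusted p = 0.0255, and adjusted p = 0.432 with an estimated correlation), with the PDGF receptor Pdgfrb at 0.63 ± 0.30. Interferon and inflammation genes gave 11 of 12 higher (median 0.20, camera, adjusted p = 0.00245, and adjusted p = 0.131 with an estimated correlation). Tlr4, the lipopolysaccharide receptor, was at 1.44 ± 0.237 CPM in control and 2.97 ± 0.59 CPM in HFD, and Tlr2 at 0.401 ± 0.248 CPM in control and 1.38 ± 0.146 CPM in HFD. No member of the 3 lists passed when adjusted over the list alone or over all genes tested.

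Among signalling pathways, TGF-β and BMP genes were higher at E14.5 (25 of 33, median 0.33, camera, adjusted p = 0.000168, and adjusted p = 0.535 with an estimated correlation). IGF, insulin and AKT genes were higher by less (20 of 29, median 0.14, camera, adjusted p = 0.0063, and adjusted p = 0.38 with an estimated correlation). Beside Bmp3, the ligand Tgfb3 was at 0.94 ± 0.40 and the receptor Acvr1 at 0.32 ± 0.14, while the activin receptor Acvr2b was lower, at 60.7 ± 1.56 CPM in control and 36.5 ± 4.86 CPM in HFD. Foxo1, a transcription factor restrained by AKT, was at 17.7 ± 5.41 CPM in control and 30.5 ± 5.15 CPM in HFD. The related Foxo3 was at 0.63 ± 0.26, the matricellular gene Ccn3 at 1.10 ± 0.46 and the cytokine signalling suppressor Socs2 at 0.49 ± 0.21. Adjusted over the list alone, 1 TGF-β and BMP gene and 0 IGF, insulin and AKT genes passed with edgeR, and over all genes tested 0, while DESeq2 called Bmp3 as given above. Without the library labelled E18.5 control replicate 1, 6 TGF-β and BMP genes passed adjusted over the list alone. Connective tissue expresses many of these genes, and the 5 lists of the paragraph on head tissue lay higher in the same HFD libraries. Notch genes did not pass (13 of 21 lower, camera, adjusted p = 0.0998), but did without the library labelled E18.5 control replicate 1 (adjusted p = 0.0283, and adjusted p = 0.227 with an estimated correlation). Wnt genes did not pass camera at E14.5 (22 of 36 higher, adjusted p = 0.179), nor did axon guidance genes (29 of 49 higher, though their mean log2 fold change was −0.018, adjusted p = 0.454). Polycomb repressive complex and H3K27 demethylase genes (9 of 13 lower, adjusted p = 0.633) and proliferation genes (16 of 19 lower, adjusted p = 0.557) did not pass camera at E14.5.

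Of 19 genes named in the text or the primer lists of the study, 17 were higher in HFD at E14.5 here, 6 of them at an unadjusted p under 0.05. With edgeR 1 passed adjusted over the list alone and 0 over all genes tested (DESeq2 called Bmp3), but 18 passed adjusted over the list alone without the library labelled E18.5 control replicate 1. Since the list was drawn from the study of these samples, its direction is not independent evidence. The mean log2 CPM of its genes was 4.17, 3.73 and 3.16 in E14.5 control and 4.50 and 4.63 in HFD. For head mesenchyme genes it was 5.67, 5.18 and 4.78 in control and 5.91 and 6.05 in HFD. Both lay lower in the E16.5 libraries (1.56 to 1.75 and 2.76 to 3.56). A change inside the cortex therefore cannot be told apart from a different share of head tissue. Runx3, a factor of skeletal and sensory lineages, was at 0.438 ± 0.377 CPM in control and 2.63 ± 0.612 CPM in HFD. Igf1 was at 17.3 ± 5.83 CPM in control and 39.6 ± 14.3 CPM in HFD. Tgfb2 was at 46.3 ± 17.7 CPM in control and 89.2 ± 19.7 CPM in HFD, and Igfbp3 at 31.1 ± 16.7 CPM in control and 63.2 ± 3.04 CPM in HFD. The homeobox gene Dlx5 was at 0.60 ± 0.25 on the log2 scale, Pdgfra at 0.98 ± 0.52, and Bmp4 at 0.88 ± 0.58. Runx2 was at 1.59 ± 1.06, Rarg at 0.85 ± 0.67, Pax9 at 1.43 ± 1.28 and Twist1 at 0.97 ± 1.02. Wnt1 (−2.11 ± 0.98) and Foxa1 (−1.67 ± 1.07) were lower. A list of genes whose proteins were followed on blots and sections did not pass (11 of 16 lower, camera, adjusted p = 0.289). The oligodendrocyte lineage factor Olig2 was at 19.4 ± 4.74 CPM in control and 10.97 ± 0.934 CPM in HFD. The log2 fold change was −0.41 ± 0.22 for Mbp, 0.90 ± 0.49 for Gfap and 0.86 ± 0.81 for S100b. For neuronal and progenitor genes it was −0.53 ± 0.33 for Tubb3, 0.02 ± 0.77 for Tbr1, −0.31 ± 0.33 for Pax6, −0.18 ± 0.30 for Mki67, −0.15 ± 0.24 for Pcna and −0.24 ± 0.14 for Parp1. It was −0.13 ± 0.19 for the H3K27 methyltransferase Ezh2, −0.04 ± 0.18 for Prkaa1, −0.47 ± 0.38 for Prkaa2, 0.10 ± 0.10 for Akt1 and 0.16 ± 0.15 for Akt2.

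At E16.5, several groups of genes from outside the neural lineage lay lower with HFD. Head mesenchyme and meninges gave 21 of 23 lower (median −0.65, camera, adjusted p = 2.62e-06, and adjusted p = 0.902 with an estimated correlation). Dcn was at 14.4 ± 2.47 CPM in control (SD, n = 3) and 6.44 ± 2.11 CPM in HFD (SD, n = 2), and the meningeal and pericyte factor Tbx18 at −0.82 ± 0.36. Adjusted over this list alone 1 gene passed, and over all genes tested 0. Blood vessel genes gave 12 of 12 lower (median −0.31, camera, adjusted p = 8.24e-06, and adjusted p = 0.6 with an estimated correlation), among them the VEGF receptor Kdr at −0.40 ± 0.21. The mean log2 CPM of this list was 4.47, 4.54 and 4.04 in control and 3.89 and 4.24 in HFD, so the groups overlapped. Microglia and macrophage genes gave 11 of 13 lower (median −0.42, camera, adjusted p = 2.82e-06, and adjusted p = 0.142 with an estimated correlation). The mannose receptor Mrc1 was at −0.83 ± 0.27, the complement gene C1qb at −0.69 ± 0.38 and the CSF1 receptor Csf1r at −0.42 ± 0.24. Red blood cell genes gave 10 of 11 lower (median −0.79, camera, adjusted p = 0.000318, and adjusted p = 0.6 with an estimated correlation), with the haem synthesis enzyme Alas2 at −1.04 ± 0.34. Genes of the unfolded protein response gave 12 of 14 lower (median −0.30, camera, adjusted p = 1.46e-05, and adjusted p = 0.142 with an estimated correlation). The chaperone Hspa5 was at 277 ± 3.83 CPM in control and 208 ± 5.798 CPM in HFD and its regulator Xbp1 at −0.35 ± 0.15. Diencephalic genes gave 11 of 13 higher (median 0.52, camera, adjusted p = 0.00367, and adjusted p = 0.92 with an estimated correlation), with Tcf7l2 at 0.69 ± 0.51. Their mean log2 CPM was 1.48, 2.51 and 3.28 in control and 3.33 and 3.01 in HFD, so the groups overlapped and control replicate 1 lay lowest. For the 5 lists other than head mesenchyme, 0 members passed adjusted over the list alone and 0 over all genes tested.

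Single genes at E16.5 gave uncertain differences. The interleukin 1 receptor Il1r1 was at −1.53 ± 0.36, the complement protease C1r at −0.86 ± 0.22, the unconventional myosin Myo5c at −1.44 ± 0.40 and Znrd1as1 at −1.26 ± 0.27. Znrd1as1 is annotated as an antisense gene, and its value is uncertain because the use of strand in counting is not given in the sources used here. The mitochondrial genes Mpv17 (1.12 ± 0.28) and Rtn4ip1 (0.58 ± 0.16), the lipid-binding Stard10 (0.89 ± 0.26), Dennd6b (0.48 ± 0.14) and Ube2q2l (1.13 ± 0.34) were higher. For genes whose proteins were followed on blots and sections, log2 fold changes ran from −0.50 for S100b to 0.70 for Gfap (± 0.57), with 0.00 ± 0.19 for Ezh2. The edgeR test called 0 genes, with an adjusted p of 1 for each of these, and 99 higher and 108 lower genes at an unadjusted p under 0.05. DESeq2 called 0 and limma-voom 2.

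At E18.5, 1 gene passed the edgeR test, the replication-dependent histone gene Hist2h2aa2 (ENSRNOG00000047898), which fell by 4.96 on the log2 scale (SE 0.59, adjusted p = 0.0359). It was at 97.2 ± 47.5 CPM in control (SD, n = 3, 59.1 to 150.5) and 3.16 ± 0.85 CPM in HFD (SD, n = 2, 2.56 to 3.76). Its near-identical copy Hist2h2aa3 was at 210.4 ± 109 CPM in control and 223 ± 56.6 CPM in HFD, and the sum of both at 308 ± 153 and 227 ± 57.4 CPM. The change of Hist2h2aa2 alone is therefore uncertain, as reads may be assigned to either copy. Its adjusted p was 0.051 without the library labelled E18.5 control replicate 1 (log2 fold change −4.51), and limma-voom called 0 genes. Other genes named by the same rule did not pass (edgeR adjusted p = 0.821). They were the kynurenine aminotransferase Kyat3 (0.87 ± 0.26), the NAD synthetase Nadsyn1 (0.69 ± 0.20), the sugar phosphate exchanger Slc37a2 (0.93 ± 0.29), Krt222 (1.10 ± 0.35) and the retinol dehydrogenase Rdh13 (0.55 ± 0.18). On the lower side they were the stress kinase Map3k6 (−2.36 ± 0.56), the anti-inflammatory annexin Anxa1 (−1.36 ± 0.34), the TNF receptor Tnfrsf1a (−0.70 ± 0.18) and the mitochondrial dehydrogenase Acad9 (−0.45 ± 0.12). At an unadjusted p under 0.05, 146 genes were higher and 623 lower with edgeR, 100 higher and 136 lower with edgeR without the library labelled E18.5 control replicate 1, and 216 higher and 185 lower with limma-voom. DESeq2 called 20 genes, 13 higher and 7 lower, and 13 of the 20 were highest of all libraries in E18.5 HFD replicate 1.

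Gene groups at E18.5 differed mainly through the library labelled E18.5 control replicate 1. As labelled, head mesenchyme and meninges gave 23 of 23 lower in HFD (median −1.51, camera, adjusted p = 4.36e-09), proliferation 19 of 19 lower (median −0.64, adjusted p = 2.78e-07) and surface epithelium 17 of 18 lower (median −2.52, adjusted p = 1.68e-06). Without that library the medians were −0.40, −0.17 and −0.59, with camera adjusted p of 0.000249, 0.0113 and 0.0131, and these were the 3 of 14 lists that still passed. With an estimated correlation the adjusted p was 0.698 for all 14 lists as labelled and 0.965 for these 3 without the library. The matrix genes Dcn (−0.81 ± 0.26, and −0.62 ± 0.25 without the library) and Lum (−2.61 ± 0.84, and −1.001 without it) kept their sign and lost size, as did the replication genes Rrm2 (−0.78 ± 0.29, and −0.39 without it) and Top2a (−0.64 ± 0.27, and −0.23 without it). The same held for the epithelial genes Cdh1 (−2.97 ± 0.95, and −1.24 without it) and Krt15 (−2.68 ± 0.89, and −1.95 without it).

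The other 11 lists passed at E18.5 only as labelled. Lower in HFD were Polycomb targets of other lineages (9 of 9, camera, adjusted p = 0.00608), cartilage (11 of 11, 0.00865), cranial placode and eye (13 of 14, 0.00865), and TGF-β and BMP (26 of 33, 0.00865). So were skeletal muscle (13 of 13, 0.00901), Wnt (30 of 36, 0.00901), midbrain and hindbrain (12 of 12, 0.019), Notch (18 of 21, 0.0289) and neural crest (10 of 10, 0.032). Neuronal genes (14 of 16, camera, adjusted p = 0.00901), with Rbfox3 at 0.46 ± 0.34, and deep-layer neuron genes (9 of 10, 0.0224), with the corticospinal factor Fezf2 at 0.78 ± 0.61, were higher. For each of the 14 lists 0 members passed adjusted over the list alone, and over all genes tested 0. For genes whose proteins were followed on blots and sections, the log2 fold change was −0.59 ± 0.31 for Mki67, 0.65 ± 0.74 for Tbr1, 0.25 ± 0.33 for Tubb3, −0.12 ± 0.48 for Gfap, −0.14 ± 0.20 for Ezh2 and 0.30 ± 0.31 for Olig2.

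**Figure D3:**
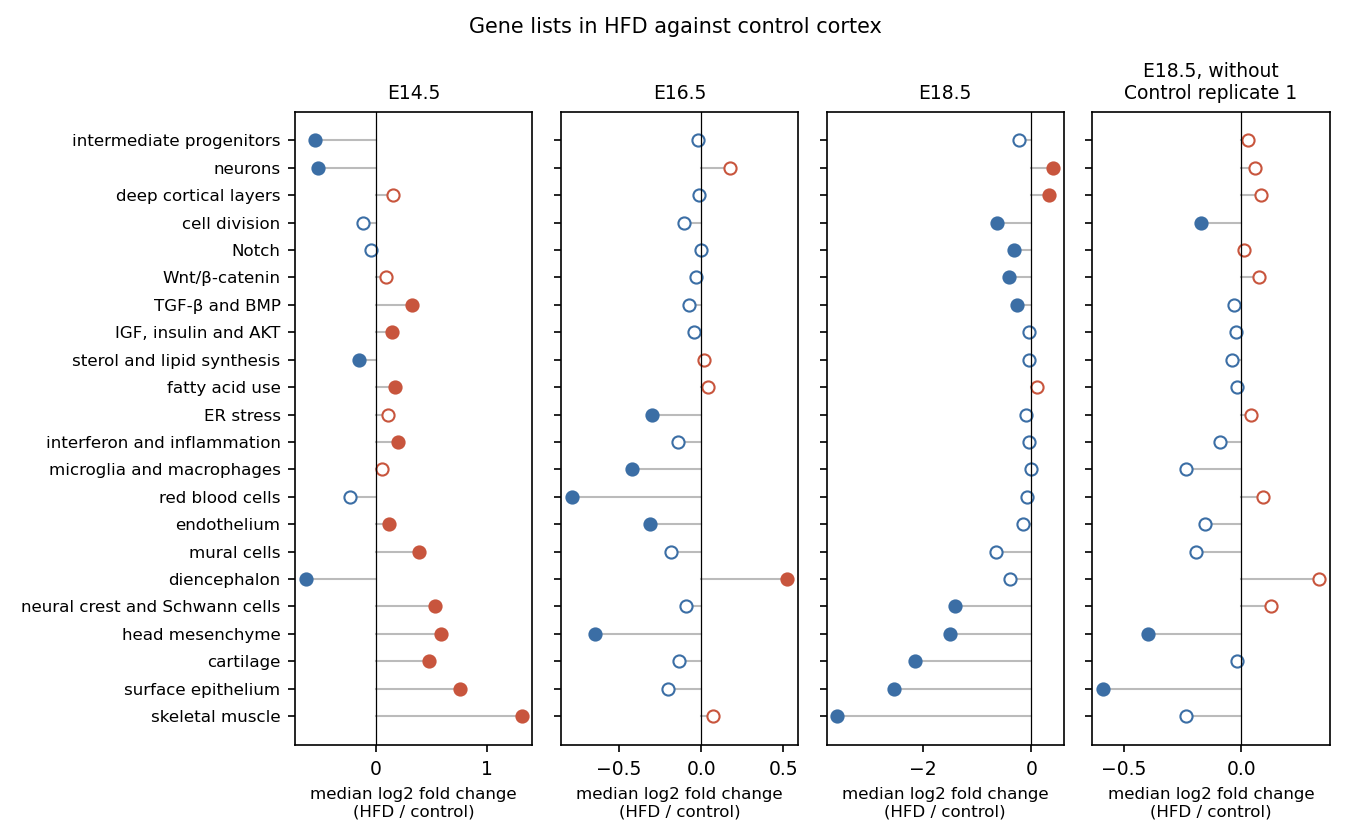
Median log2 fold change (HFD against control, x axis, its range differing between panels) of 22 gene lists (y axis) at E14.5, E16.5, E18.5 and at E18.5 without control replicate 1; filled points have a camera adjusted p under 0.05 and open points do not, red is higher and blue lower in HFD. At E18.5 most medians shrink without the library labelled control replicate 1.

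The design also asks whether a diet effect was shared by the stages or differed between them. Averaged over stages, edgeR called 0 genes (smallest adjusted p = 0.355), with 162 higher and 254 lower at an unadjusted p under 0.05. DESeq2 called 6, all lower, among them Hist2h2aa2 and Dusp11, and limma-voom 0. Some of the 6 were at 0 in part of the control libraries of a stage, so their calls are uncertain. Barx1 was at 32.5 CPM in the library labelled E18.5 control replicate 1 and at 0 in all other E18.5 libraries. Fam131a was at 11.8, 0 and 0 CPM in E14.5 control. No list passed an exact permutation of the diet labels within stages (1000 relabellings, two-sided, smallest possible p = 0.001, smallest adjusted p = 0.858). Fatty acid oxidation and uptake genes had an unadjusted permutation p of 0.049 with a mean score difference of 0.22. For Sall3 the diet effect at E16.5 exceeded the one at E14.5 by 1.03 ± 0.20 log2 units, and the effect at E18.5 exceeded it by a similar amount. Ptprn2 (1.30 ± 0.29) and the cell polarity gene Crb1 (1.79 ± 0.36) went the same way from E14.5 to E16.5. In contrast, Dcn (−1.88 ± 0.36), C1r (−1.50 ± 0.29) and the haem oxygenase Hmox1 (−1.34 ± 0.30) went the opposite way, as did Sertad4 from E14.5 to E18.5 (−1.02 ± 0.17). These differences did not pass, since edgeR called 0 genes for E16.5 against E14.5 (adjusted p = 1, 313 higher and 255 lower at an unadjusted p under 0.05, DESeq2 8, limma-voom 0). For E18.5 against E14.5 it also called 0 (smallest adjusted p = 0.456, 413 higher and 761 lower at an unadjusted p under 0.05, DESeq2 7, limma-voom 0).

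Few genes were shared between stages. At an unadjusted p under 0.05, 32 calls among 15417 genes were shared by a pair of stages in the same direction. Genes are not independent, and the stages share 1 fitted spread per gene. Sharing can therefore depart from the stated chance without a shared effect, and the exact p-values below are only descriptive. E16.5 and E18.5 shared 15 lower genes (4.36 by chance, Fisher's exact test, two-sided, p = 2.84e-05) and 6 higher genes (0.938 by chance, exact p = 0.000354). E14.5 and E18.5 shared 3 lower genes (17.1 by chance, exact p = 4.58e-05), but 5 without the library labelled E18.5 control replicate 1 (6.24 by chance, exact p = 0.836). E14.5 and E16.5 shared 2 higher (1.77 by chance, exact p = 0.697) and 2 lower genes (2.96 by chance, exact p = 1), but 3 lower genes without that library (10.7 by chance, exact p = 0.0106). The E14.5 diet effect was also set against normal maturation (E18.5 against E16.5 in control). Across genes, which are not independent replicates, Pearson's r was 0.200, ranking 8 of 10 from the lowest among the relabellings of the E14.5 libraries (the others ran from −0.434 to 0.420), and Spearman's rho was 0.189. Leaving out 1 E14.5 library at a time gave r between 0.0673 (without control replicate 3) and 0.353 (without control replicate 1). Without the library labelled E18.5 control replicate 1 it was −0.0045, ranking 6 of 10.

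Genes of cortical neurons rose from E14.5 to E16.5 in control, in an edgeR fit without the library labelled E18.5 control replicate 1, which is in neither group but widens the common spread. Neurod6 rose from a mean of 9.87 to 184 CPM (n = 3 libraries each, log2 fold change 4.19 ± 0.71, adjusted p = 0.00379) and Neurod2 from 8.40 to 142 CPM (4.04 ± 0.72, adjusted p = 0.00462). The deep-layer factors Tbr1 (2.44 ± 0.44), Bcl11b (1.89 ± 0.29) and Sox5 (1.74 ± 0.19) rose, as did the upper-layer factor Mef2c (1.65 ± 0.26). The intermediate progenitor factor Eomes (2.13 ± 0.42) also rose, as did the perineuronal proteoglycan Bcan (4.62 ± 0.56). Neuronal genes rose as a list (14 of 16 higher, camera, adjusted p = 1.37e-05, and adjusted p = 0.45 with an estimated correlation), 12 of them past the threshold over all genes tested and 14 adjusted over the list alone. The lens crystallin genes Cryaa (141 to 0.0464 CPM) and Crybb1 (29.4 to 0.0464 CPM) fell, as did the opioid precursor Penk (−3.36 ± 0.21), Pdgfra (−2.08 ± 0.30) and Hes5, a Notch effector of neural stem cells (−0.77 ± 0.17). Head mesenchyme and meninges gave 22 of 23 lower (camera, adjusted p = 1.11e-10, and adjusted p = 0.235 with an estimated correlation), with 16 past the threshold over all genes tested and 18 adjusted over the list alone. Wnt genes gave 31 of 36 lower (camera, adjusted p = 1.15e-07, and adjusted p = 0.12 with an estimated correlation), with 24 past the threshold over all genes tested and 28 adjusted over the list alone. In this fit edgeR called 3589 genes, 1881 higher and 1708 lower. With that library as labelled, edgeR called 0 genes (smallest adjusted p = 0.0862), with 2516 higher and 1785 lower at an unadjusted p under 0.05. That split was 2078 and 2203 with RLE factors and 1843 and 2501 with upper-quartile factors. DESeq2 called 1696 genes and limma-voom 0.

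**Figure D4:**
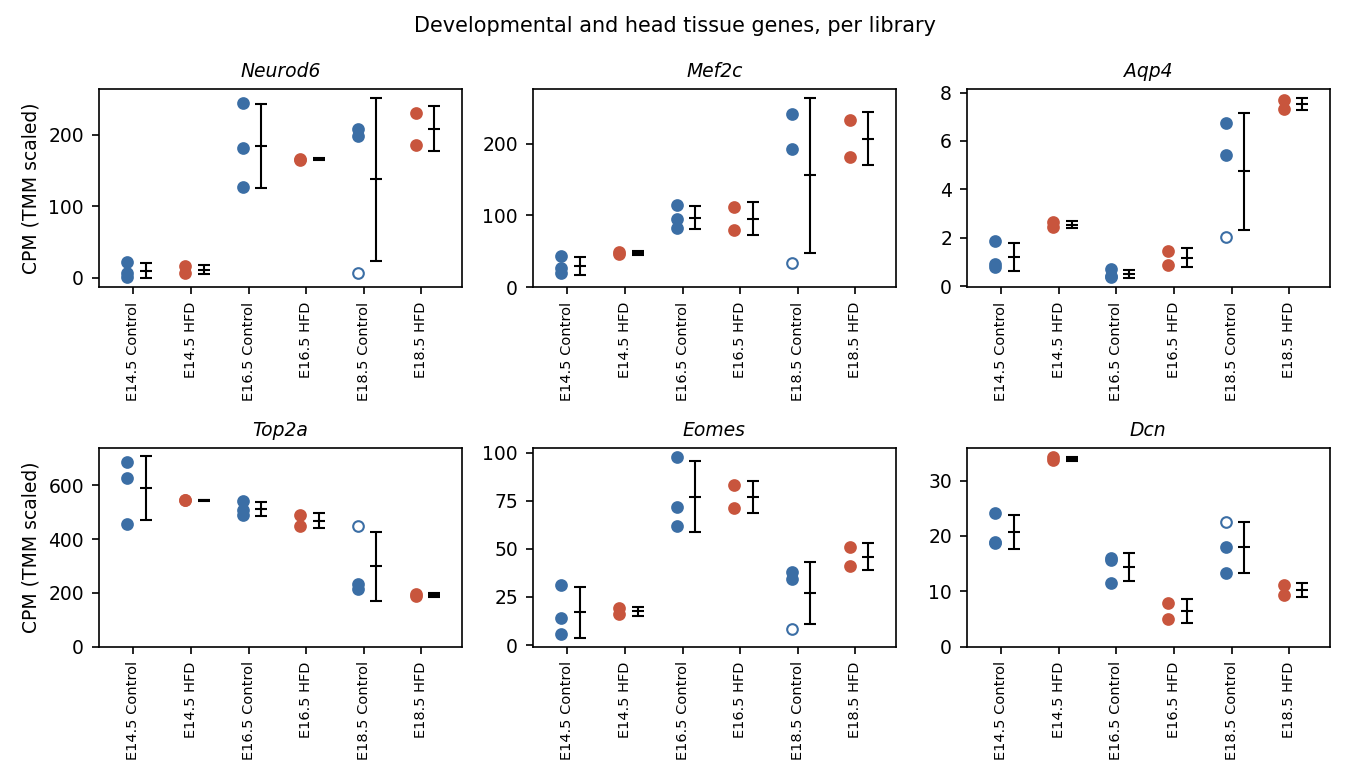
TMM-scaled CPM of Neurod6, Mef2c, Aqp4, Top2a, Eomes and Dcn in the 6 groups of stage and diet; points are libraries, bars the mean ± SD (3 control and 2 HFD libraries per stage), and the open circle is the library labelled E18.5 control replicate 1. Neurod6 and Mef2c lie higher at E16.5 and E18.5 than at E14.5 in both diets, except for the open circle, which lies near the E14.5 level.

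From E16.5 to E18.5 in control, glial genes rose and progenitor genes fell in the same fit, which has 3 and 2 libraries for this step. The astrocyte water channel Aqp4 rose from a mean of 0.497 to 6.08 CPM (3.56 ± 0.40, adjusted p = 0.00096). The astrocyte filament gene Gfap rose from 0.614 to 3.52 CPM (2.45 ± 0.47), and the oligodendrocyte lineage genes Olig1 (2.38 ± 0.28) and Gpr17 (2.74 ± 0.56) rose. Mef2c (1.15 ± 0.27) rose further. Proliferation genes fell, all 19 of 19 past the threshold over all genes tested and adjusted over the list alone (median −1.13, camera, adjusted p = 3.24e-17, and adjusted p = 0.178 with an estimated correlation). Among them were Top2a (513 to 224 CPM), Rrm2 (−1.45 ± 0.19) and the replication helicase subunit Mcm3 (−1.28 ± 0.17). Radial glia genes gave 13 of 16 lower (camera, adjusted p = 7.37e-07, and adjusted p = 0.127 with an estimated correlation), with Hes1 (−1.41 ± 0.19), Sox9 (−0.99 ± 0.13) and Vim (−0.72 ± 0.11) falling. Intermediate progenitor genes gave 11 of 11 lower (camera, adjusted p = 6.81e-07, and adjusted p = 0.172 with an estimated correlation). Of radial glia genes 10 passed over all genes tested and 11 adjusted over the list alone, and of intermediate progenitor genes 7 and 9. Notch genes gave 17 of 21 lower (median −0.56, camera, adjusted p = 5.55e-06), with 14 past the threshold over all genes tested and 19 adjusted over the list alone. Their call also held with an estimated correlation (adjusted p = 0.0377). Astrocyte genes gave 11 of 14 higher (camera, adjusted p = 0.00112, and adjusted p = 0.127 with an estimated correlation) and oligodendrocyte genes 12 of 12 (camera, adjusted p = 0.000897, and adjusted p = 0.127 with an estimated correlation). Of astrocyte genes 7 passed over all genes tested and 10 adjusted over the list alone, and of oligodendrocyte genes 2 and 2. In this fit edgeR called 1626 genes, 725 higher and 901 lower. With all libraries as labelled it called 0 (smallest adjusted p = 0.113), with 1081 higher and 961 lower at an unadjusted p under 0.05. That split was 1299 and 703 with RLE factors and 1325 and 651 with upper-quartile factors. DESeq2 called 214 and limma-voom 0.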

Values the study reported

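The study used DESeq2 to compare HFD with control cortex at each stage. It reported 621 differentially expressed genes at E14.5, of which 373 were upregulated and 248 downregulated, with the p value given as 0.5. It reported 277 such genes at E16.5 and 238 at E18.5. In the study, affected genes of the Wnt, TGF-β and IGF1 pathways were mostly upregulated and Notch genes mostly downregulated at E14.5. The study measured 11 top genes again by quantitative PCR and reported similar changes. By chromatin immunoprecipitation at E14.5 it also reported less H3K27me3 in HFD at upregulated genes, among them Bmp4 and Twist1.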

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

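The tests of the wrong label, of tissue from outside the cortex and of an earlier stage, and the splits of the libraries, were chosen after the results were seen. The tests of a shared pool, of a litter with late development and of Polycomb targets were written before their values were seen.

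The library labelled E18.5 control replicate 1 was closer to E14.5 control replicate 1 (pairwise biological coefficient of variation 0.0926) than to any other E18.5 library (0.469 to 0.497), while pairs inside the other groups lay between 0.126 and 0.270. An E14.5 litter under a wrong label may account for the value of 0.469. A second library of the same pool and a separate E18.5 litter with late development could not be decided by genes that switch between litters. The value of 0.0926 was the lowest of all 105 pairs, below every pair inside another group, but it rests on 1 pair. Of 45 genes that are on in some litters and off in others, 25 (55.6%) were in the same state in both libraries, and the highest other of 15 pairs reached 77.8%. This share was to count against a shared pool, but 28 of the 45 have no gene symbol, 10 share a name with another gene, and the common chaperone Hsp90aa1 was at 0 CPM in 5 libraries and between 81.3 and 297 CPM in the others. Such states can follow how reads are assigned to gene copies rather than the litter. The Y-linked genes were close in both libraries (Kdm5d 30.1 and 28.5 CPM, Eif2s3y 21.5 and 20.96 CPM). Hoxa2 was at 13.7 CPM and Cryaa at 124 CPM in this library, against 0 to 10.4 and 131 to 242 CPM in the E14.5 libraries.

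Genes of head mesenchyme, cartilage, surface epithelium and skeletal muscle lay higher in HFD at E14.5, with medians of 0.59, 0.48, 0.77 and 1.32 log2 units without the library labelled E18.5 control replicate 1. More tissue from outside the cortex in the HFD libraries could not be decided. These lists were picked because they lay higher, and for cranial placode and eye genes, which were not picked, the median was 0.58 with a lower quartile of −0.042. Col1a1 was highest in a control library (3244, 1394 and 780 CPM in control against 2475 and 1835 CPM in HFD). Of the tested members 21 of 23, 8 of 11, 12 of 18 and 2 of 13 were at 1 CPM or more in E16.5 control cortex, none was in another list of cell types or pathways, and 2 mesenchyme genes were also named by the study. Release of Polycomb targets in cortical cells could not be decided, as 7 such genes were tested, 2 of them at 1 CPM or more (median −0.33). The chromatin data of the study were not used for this. A younger stage of the HFD litters could not be decided either: the correlation across genes with maturation in control was −0.0045 without the library labelled E18.5 control replicate 1, ranking 6 of 10 relabellings (the others ran from −0.361 to 0.319). As labelled it was 0.200, past the bound of 0 set against this explanation, but that value has the doubted library in the maturation contrast itself, so the version without it was used, and an effect of the diet on these tissues stays open as untested.

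Other splits of the control libraries were too few for a share under 0.05. Where the real split gave 0 genes, every split is as large whatever the data hold, so the count decides nothing. For E16.5 against E14.5 the real split gave 0 genes past the adjusted edgeR threshold and the highest other 0 (10 of 10 splits), with 4301 against at most 1645 genes at an unadjusted p under 0.05, DESeq2 1696 and limma-voom 0. Without the library labelled E18.5 control replicate 1 the real split gave 3589 and the highest other 0 (1 of 10). For E18.5 against E16.5 both gave 0 (10 of 10), with 2042 against up to 3167 at an unadjusted p under 0.05, DESeq2 214 and limma-voom 0. For the diet effect averaged over stages the real count was also 0, so the 60 splits drawn (60 of 60 as large, the highest other 1) did not test chance. At an unadjusted p under 0.05 the real split gave 416 genes and the others up to 2380, DESeq2 6 and limma-voom 0. A split with several times the real count points to a structure of the samples, and what it follows was not tested.

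The diet effect on gene lists differed between stages by camera on the difference itself. Both sets of differences share the E14.5 libraries. From E14.5 to E16.5, 16 lists differed, 15 of them also without the library labelled E18.5 control replicate 1 (erythroid genes then had an adjusted p of 0.0565), and 0 with an estimated correlation (adjusted p from 0.312). The median differences in log2 units were −1.25 for surface epithelium, −1.23 for head mesenchyme, −0.83 for skeletal muscle, −0.69 for cartilage, −0.65 for microglia and macrophages, −0.51 for endothelium, −0.49 for erythroid genes, −0.37 for mural cells, −0.37 for TGF-β and BMP, −0.36 for the unfolded protein response, −0.30 for interferon and inflammation and −0.14 for IGF, insulin and AKT. They were 1.24 for diencephalon, 0.67 for neuronal genes, 0.63 for intermediate progenitors and 0.17 for sterol and lipid synthesis.

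From E14.5 to E18.5, 17 lists differed, 11 of them also without the library labelled E18.5 control replicate 1, and 0 with an estimated correlation (adjusted p from 0.526). The median differences were −4.87 for skeletal muscle, −3.33 for surface epithelium, −2.64 for cartilage, −2.60 for cranial placode and eye, −2.24 for neural crest, −2.01 for Polycomb targets of other lineages, −1.93 for head mesenchyme, −0.92 for mural cells, −0.74 for TGF-β and BMP, −0.51 for proliferation, −0.44 for Wnt, −0.36 for endothelium, −0.27 for interferon and inflammation and −0.085 for IGF, insulin and AKT. They were 0.92 for neuronal genes, 0.41 for intermediate progenitors and 0.36 for upper-layer neurons. Without that library skeletal muscle was at −1.60, surface epithelium at −1.19, head mesenchyme at −1.02 and cartilage at −0.54, and the 6 lists that no longer passed were cranial placode and eye (adjusted p = 0.0544), neural crest (0.0752), upper-layer neurons (0.265), proliferation (0.310), Wnt (0.398) and Polycomb targets (0.808).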

How the results depend on the processing

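Counts of genes past the adjusted threshold depended on the tool and on the libraries fitted. For diet at E18.5 and between stages in control they also moved with the filter or the covariate. The fits without both the doubted library (labelled E18.5 control replicate 1) and E14.5 control replicate 3, DESeq2 without the doubted library, and the counts at an unadjusted p were added after the data were seen, and the cause of the shifts was not tested except where fewer libraries were fitted. At E14.5, edgeR called 0, DESeq2 22 and 96 without the doubted library, with 697 at an unadjusted p and 193 also at 2-fold. At E16.5 the 0 became 2 with limma-voom and 1 without HFD replicate 1 (207 and 84). At E18.5 the 1 became 20 with DESeq2, 12 with DESeq2 without the doubted library, 0 with limma-voom, no filter, the covariate, only the 2 groups compared or both libraries left out, and 0 to 15 with each library left out (15 without HFD replicate 2; 769 and 387). Averaged, 0 became 6 and 4 with DESeq2 and 0 to 12 with each library left out (416 and 75). For the stage differences, 0 became 8 and 40 with DESeq2 at E16.5 (0 to 1 with each library left out; 568 and 306) and 7 and 8 at E18.5 (0 to 6; 1174 and 792). For E16.5 against E14.5 in control, 0 became 1696 and 3594 with DESeq2, 1 with no filter, 1 with the covariate, 1838 with only the 2 groups, 4093 without both libraries, and 0 to 3589 with each library left out (135 without E14.5 control replicate 3, 3589 without E18.5 control replicate 1; 4301 and 1759). For E18.5 against E16.5 it became 214 and 1857 with DESeq2, 824 with the covariate, 1861 without both and 0 to 1626 with each library left out (1626 without E18.5 control replicate 1; 2042 and 664). At a log2 change of 1, simulated E14.5 data gave 29% recovery with the spread of all libraries and 51% without the doubted library, and smaller changes were not simulated. These shares may be too favourable, as each gene was drawn on its own at the spread fitted to genes of its level.

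Replicate numbers were not treated as pairs in the main test, and whether they pair the samples is uncertain. Of 6 correlations of same-numbered libraries, 3 were above 0.1 (−0.0982 to 0.242), among them both at E14.5 (0.160 and 0.242). The correlations inside a stage are not independent, as the 2 HFD libraries deviate from their mean by opposite amounts. With the replicate block, over all stages or within each, the count at E18.5 became 0.

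Lists past the threshold were 15 at E14.5 (0 with an estimated correlation, 1 with fry), 6 at E16.5 (0, 0, and 17 with the covariate) and 14 at E18.5 (0, 0, 7 with the covariate, 3 without E18.5 control replicate 1 and 3 without both libraries). Of 441 alternatives of 35 list results, 297 kept direction and threshold, 119 missed the threshold and 25 reversed. Reversed with the covariate, which is built from mesenchyme genes, were at E14.5 cartilage (−0.19), head mesenchyme (−0.18), neural crest (−0.42) and surface epithelium (−0.18), and at E18.5 cartilage (0.43), placode and eye (0.14), deep layer (−0.18), midbrain and hindbrain (1.79), neural crest (0.60), Notch (0.073), neuronal (−0.11), Polycomb targets (1.22), skeletal muscle (0.86), TGF-β and BMP (0.053) and Wnt (0.18). Surface epithelium at E18.5 reversed in the direction given by camera only, as its median stayed below 0 (−0.24). At E18.5, leaving out each of its 5 libraries in turn gave −2.53 to 0.051 for placode and eye, −4.46 to 0.49 for midbrain and hindbrain, −1.92 to 0.13 for neural crest, −0.55 to 0.012 for Notch and −0.67 to 0.075 for Wnt, and the values above 0 were those without E18.5 control replicate 1. Without both libraries the last 4 were at 0.49, 0.13, 0.011 and 0.075. The exact test over stages kept its side of the threshold in the alternatives run. Without E18.5 control replicate 1 the maturation correlation went from 0.200 to −0.0045, and the overlaps of lower genes at E14.5 with those at E16.5 and E18.5 changed their call. Maturation on developmental genes past the threshold could not be run as labelled, with 0 such genes by edgeR. Named genes gave 316 results and 5920 alternatives, 328 of them past the threshold.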

Other observations

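The DESeq2 calls, the totals at the study's thresholds and the levels of Y-linked genes were examined after the data were seen.

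Without the library labelled E18.5 control replicate 1, DESeq2 called 96 genes at E14.5, 28 higher and 68 lower in HFD, none of which edgeR called (0 genes at an adjusted p under 0.05, with 749 higher and 704 lower at an unadjusted p under 0.05). The genes given here were picked after the values were seen, and no group among the 96 was tested. Of 6 Notch list members 5 fell, as did most of all 96: Hes5, an effector that keeps neural stem cells undifferentiated (−0.91 ± 0.21; DESeq2 adjusted p = 0.00732), the ligands Dll1 (−0.70 ± 0.14; 0.00102) and Dll3 (−0.998 ± 0.233; 0.00757), the receptor Notch1 (−0.48 ± 0.12; 0.0176) and the feedback gene Nrarp (−0.62 ± 0.17; 0.0338). Notch2 rose (0.47 ± 0.13; 0.0338). The radial glia factor Rfx4, which organises the dorsal midline (−1.30 ± 0.22; 2.38e-05), the RNA-binding protein Msi1 (−0.57 ± 0.15; 0.0184) and the upper-layer factor Pou3f2 (−1.12 ± 0.32; 0.0456) fell as well.

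In the same fit the 3 axon guidance list members called rose, Sema3a (0.74 ± 0.20; DESeq2 adjusted p = 0.0301), Sema5a (0.58 ± 0.14; 0.00939) and Nrp2 (0.53 ± 0.14; 0.0184), while Sema5b, which is not in the list, fell (−0.72 ± 0.17; 0.0078). The matrix genes that rose were not tested as a group, and included the hyaluronan-binding proteoglycan Vcan (0.61 ± 0.11; 0.00019) and Bgn (0.86 ± 0.21; 0.0109), and the cartilage regulator Trps1 (0.78 ± 0.16; 0.000787) and the opioid precursor Penk (0.89 ± 0.23; 0.0216) rose as well. None of the 96 was in the head mesenchyme list, though connective tissue also expresses these matrix genes and markers of head tissue lay higher in the same HFD libraries.

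At E18.5, 13 genes higher in HFD by DESeq2 were ribosomal RNA copies or genes without a symbol, and 13 of all 20 called were highest in E18.5 HFD replicate 1, where the 10 most abundant genes took 26.5% of counts (12.95% in the lowest library). Without control replicate 1 DESeq2 called 12 genes there, among them the interferon-induced gene Ifi27 (−1.63 ± 0.39; adjusted p = 0.0398).

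Y-linked genes varied between libraries with no order by diet. Kdm5d was at 30.1, 72.3 and 41.5 CPM in E14.5 control and 0 and 57.4 CPM in E14.5 HFD, at 70.2, 39.9 and 59.4 CPM in E16.5 control and 34.7 and 0.661 CPM in E16.5 HFD, and at 28.5, 0 and 3.13 CPM in E18.5 control and 21.7 and 72.0 CPM in E18.5 HFD. Eif2s3y was at 0 CPM in the same 2 libraries as Kdm5d. It was at 0.264 CPM in E16.5 HFD replicate 2 and 2.17 CPM in E18.5 control replicate 3. The study's methods give pools of a whole litter. From these values it is uncertain whether each of these libraries held a whole litter with both sexes.

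Dusp11 was at 0 counts in both E14.5 HFD libraries, at 0.761 and 0 CPM in the E16.5 HFD libraries and at 1.54 and 6.17 CPM in the E18.5 HFD libraries, against 2.45 to 9.93 CPM in the 9 control libraries.

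Totals were also counted with DESeq2 at the study's stated threshold of 2-fold change and a p of at most 0.5. The study does not say whether this p was adjusted, and the unadjusted p was used here. At E14.5 DESeq2 gave 650 genes, 290 higher and 360 lower. This total is slightly higher than the one quoted from the study above. Lower genes outnumbered higher ones, which is the opposite of the balance quoted from the study above. This balance depended on the libraries and the tool. At an unadjusted p under 0.05 and at least 2-fold, edgeR gave 286 higher and 86 lower genes without E14.5 control replicate 1, and limma-voom 254 and 88 with all libraries. The count at E16.5 here was 457. That is higher than the value quoted from the study above. The count at E18.5 here was 1063, and 496 without the library labelled E18.5 control replicate 1. Both are higher than the value quoted from the study above. The study gives fewer samples for these totals than the control libraries fitted here, so the groups compared are not known to be the same, and its stated p value is uncertain. With a p of at most 0.05 and the same fold change, DESeq2 gave 181 genes at E14.5, 73 at E16.5, and 487 at E18.5 (99 without the library labelled E18.5 control replicate 1).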
